# Comparative Gene Expression Analyses Identify Luminal and Basal Subtypes of Canine Invasive Urothelial Carcinoma That Mimic Patterns in Human Invasive Bladder Cancer

**DOI:** 10.1371/journal.pone.0136688

**Published:** 2015-09-09

**Authors:** Deepika Dhawan, Melissa Paoloni, Shweta Shukradas, Dipanwita Roy Choudhury, Bruce A. Craig, José A. Ramos-Vara, Noah Hahn, Patty L. Bonney, Chand Khanna, Deborah W. Knapp

## Abstract

More than 160,000 people are expected to die from invasive urothelial carcinoma (iUC) this year worldwide. Research in relevant animal models is essential to improving iUC management. Naturally-occurring canine iUC closely resembles human iUC in histopathology, metastatic behavior, and treatment response, and could provide a relevant model for human iUC. The molecular characterization of canine iUC, however, has been limited. Work was conducted to compare gene expression array results between tissue samples from iUC and normal bladder in dogs, with comparison to similar expression array data from human iUC and normal bladder in the literature. Considerable similarities between enrichment patterns of genes in canine and human iUC were observed. These included patterns mirroring basal and luminal subtypes initially observed in human breast cancer and more recently noted in human iUC. Canine iUC samples also exhibited enrichment for genes involved in *P53* pathways, as has been reported in human iUC. This is particularly relevant as drugs targeting these genes/pathways in other cancers could be repurposed to treat iUC, with dogs providing a model to optimize therapy. As part of the validation of the results and proof of principal for evaluating individualized targeted therapy, the overexpression of EGFR in canine bladder iUC was confirmed. The similarities in gene expression patterns between dogs and humans add considerably to the value of naturally-occurring canine iUC as a relevant and much needed animal model for human iUC. Furthermore, the finding of expression patterns that cross different pathologically-defined cancers could allow studies of dogs with iUC to help optimize cancer management across multiple cancer types. The work is also expected to lead to a better understanding of the biological importance of the gene expression patterns, and the potential application of the cross-species comparisons approach to other cancer types as well.

## Introduction

More than 70,000 people are expected to be diagnosed with bladder cancer in the United States in 2015, and 16,000 people are expected to die from the disease [1, 2]. High grade, muscle invasive urothelial carcinoma (iUC, also known as transitional cell carcinoma) is responsible for most bladder cancer related deaths. The five year survival rate for patients with muscle-invasive urinary bladder cancer is 69% if the cancer is still organ confined, 34% if lymph node metastases are present, and a mere 6% if the cancer has metastasized to distant organs. [2] Better management of iUC is urgently needed.

Further characterization of iUC at the genomic level is expected to lead to better management of iUC at several points including: early detection, prevention, prognostication, and treatment. The Cancer Genome Atlas (TCGA) project recently documented whole-exome sequencing of 131 muscle-invasive, high grade human bladder tumors and matched normal samples. Findings included novel as well as previously reported mutations and targets for treatment pertinent to human urothelial carcinoma. [3] Furthermore, unique to human iUC, i.e., not yet reported in other cancers, was the identified alteration of chromatin regulatory genes. This added knowledge opens up potential new avenues for treatment, thereby facilitating better management of the disease in the near future.

It has been well established that bladder cancer has two defined pathways leading to either superficial low grade bladder tumors or higher grade invasive bladder cancer, and that 50% of invasive bladder tumors harbor mutations/alterations in *P53* or *P53* pathways.[4, 5] However, emerging reports have highlighted two distinct gene expression profiles even within human iUC which curiously resemble patterns of the basal and luminal subtypes as characterized in human breast cancer. [3, 6–8] In addition, iUC has also been documented to display distinct subtypes enriched for *P53* pathways. [6, 7] As these new findings are applied in research to improve the outlook for people with iUC, relevant animal models are crucial.

Invasive urothelial carcinoma develops naturally in dogs. [9, 10] The disease resembles human iUC remarkably in its frequency, histopathology, heterogeneity, sites of metastases, and response to conventional chemotherapy. [9, 10] Although experimentally-induced rodent models are key in bladder tumor research, pet dogs with iUC are thought to offer a complementary highly-relevant model of invasive bladder cancer. The relevance of canine bladder cancer to human iUC includes substantial inter and intra-tumoral heterogeneity, the development of the cancer in subjects with intact immune system and bodily processes, and the aggressive invasive and metastatic behavior of the cancer. Clinical trials conducted in pet dogs with iUC could yield critical information to assist in the design of clinical trials in humans. [9] One example is the application of cyclooxygenase (COX) inhibitors in iUC where the beneficial effects were first documented in pet dogs with iUC and then similar biological changes observed in humans receiving COX inhibitors. [9–11] Additional trials ongoing in dogs with iUC, including targeted therapies and demethylating agents, could be of high translational value. [10, 12–14] With the compressed life span, dogs also provide a unique opportunity to study prevention strategies. [10] Although canine iUC appears to offer tremendous value as a translational model, to better use this model, it is important to understand the molecular characteristics and how those are similar to or different from human iUC.

This study was undertaken to define the gene expression patterns in canine iUC and to compare and contrast these findings with human iUC. Understanding the genomic similarities is expected to lead to new strategies to improve detection of iUC, intervene earlier in the course of disease, predict individual patient outcome, and more effectively manage the cancer overall.

## Methods

### Overview

The Purdue University Animal Care and Use Committee and the owners of the pet dog approved collection of tissues from dogs with naturally-occurring invasive bladder cancer. The Purdue University Animal Care and Use Committee also approved the study reported in this manuscript. The samples were collected during routine veterinary care procedures that were needed to diagnose the naturally-occurring disease in the dog. The work included (1) microarray expression profile analysis to determine genes differentially expressed between canine iUC and normal canine bladder (Fig 1), (2) comparison of statistically significantly differentially expressed genes (differentially expressed between normal and iUC) enriched in both canine and human tumor samples (Fig 1), and (3) validation of over expression of EGFR protein in canine iUC samples and normal bladder specimens.

**Fig 1:**
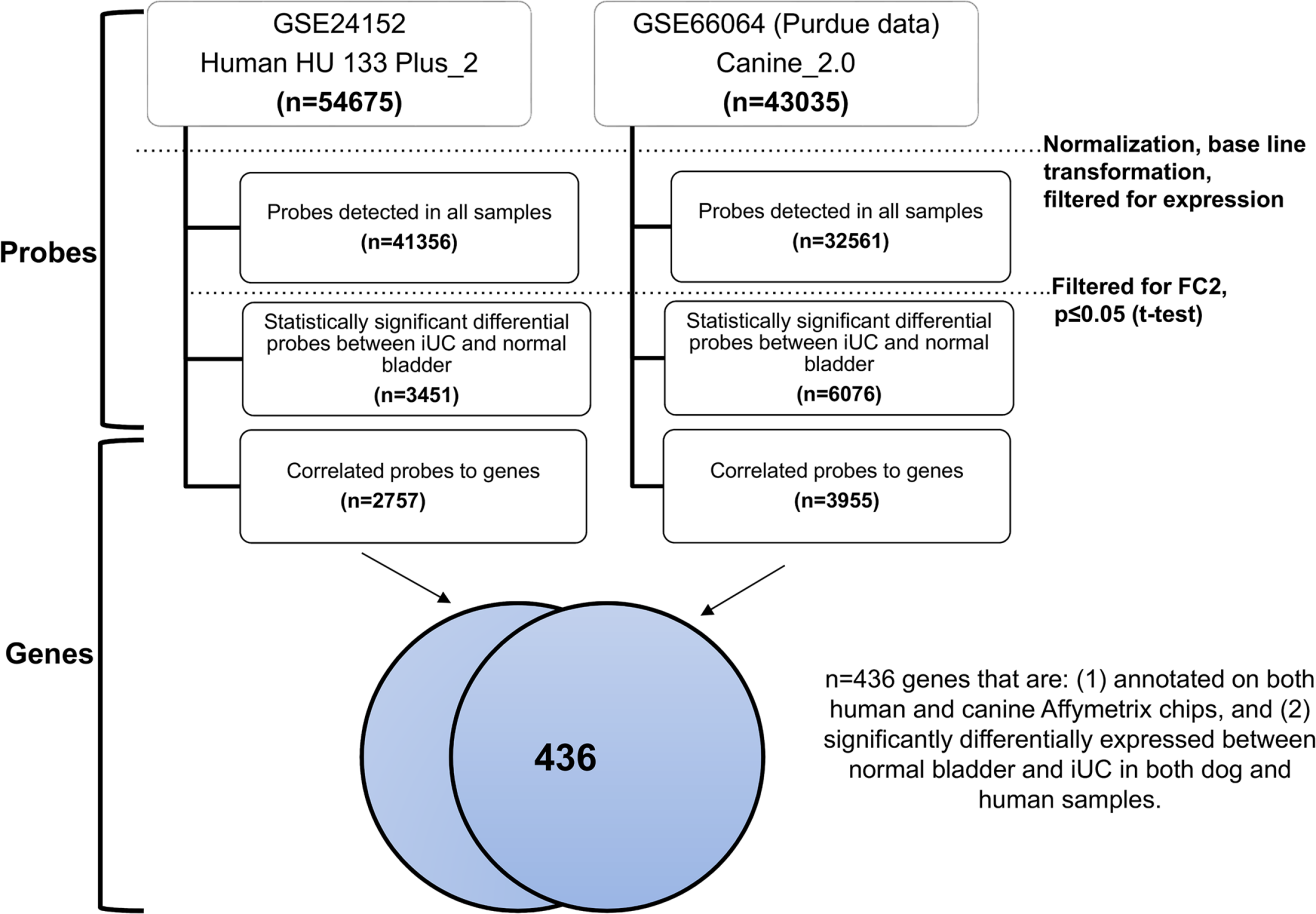
Flow chart and summary of cross-species analyses. Step-wise depiction of sample processing and cross-species analyses that were performed.

### Microarray Expression Profiling Analysis of Canine Samples

Gene expression profiling was performed using the Genome Array 2.0 (Affymetrix canine 2.0 with 18,000 *C*. *familiaris* mRNA/EST-based transcripts and over 20,000 non-redundant predicted genes, Affymetrix, Santa Clara, CA). Labeling, hybridization, and scanning of the microarray were performed at the Center for Cancer Research, Comparative Oncology Program, National Cancer Institute, Bethesda, MD. Total RNA was extracted from freshly isolated normal canine bladder from non-tumor bearing, healthy dogs (n = 4) and iUC samples prior to therapy (n = 18) using Trizol (Invitrogen, Carlsbad, CA) and purified using RNAeasy (Qiagen, Valencia, CA). Fresh tumor samples were collected by cystoscopy, and diagnosis confirmed by histopathology to be high grade iUC. Biotinylated amplified RNA was hybridized to the Affymetrix canine 2.0 chips. Four biological replicates were analyzed for the normal group (age matched non-tumor bearing dogs), and 18 biological replicates were analyzed for the iUC group. Statistical analyses of the expression patterns were performed using GeneSpring GX 12.6.1 (Agilent Technologies, Santa Clara, CA). Probes between 20–100 percentile were filtered to identify expression. Moderated t-test with Benjamini FDR multiple testing correction was used to generate a list of statistically significant probes. A filter of 2-fold change was used to identify up- or down- regulated probes. Differential expression analyses were done on genes that correlated to the probes. The criterion used for significantly dysregulated genes was a p value of ≤ 0.05 and a 2-fold or higher change. Hierarchical clustering was performed using Ward’s method to compute linkage and Euclidean distance metrics. The gene list was further analyzed for functional and pathway analysis using GeneSpring GX 12.6.1 (Agilent Technologies, Santa Clara, CA).

### Microarray Expression Profiling Analysis of Human Samples

Human microarray expression data were mined from the GEO database (GSE24152) which was run on the Affymetrix GeneChip Human Genome U133 Plus 2.0 Array platform. [15] GSE24152 was selected because of similar technology (Affymetrix platform) and inclusion of normal human bladder and treatment naive human iUC samples. This platform contains a complete coverage of the Human Genome U133 Set plus 6,500 additional genes for analysis of over 47,000 transcripts. The dataset included microarray expression data from human normal bladder (n = 7) and iUC samples (n = 8). In silico validation of this dataset was conducted against larger datasets GSE31684 and GSE5287 (95.6% overlap) to further confirm the agreement of the selected dataset against larger ones reported. The raw data (GSE24152) were processed and analyzed as described for canine samples using GeneSpring GX 12.6.1 (Agilent Technologies, Santa Clara, CA).

### Data Processing and Analyses

The data from each species were processed and analyzed independently. Human WikiPathways (Wikipathways.org) source was used for finding enriched pathways using the hypergeometric distribution for the p value calculation of individual significant pathway. The NCBI Homologene table was used to obtain the orthologous genes between dog and human for pathway mapping.

Human normal bladder and iUC data submitted to GEO database (ref: GSE24152) were used to mine the data of human differential expression in iUC as compared to normal bladder. [15] As conducted by the authors, bU28 and bU29 were excluded from the analyses.

A list of basal and luminal genes characterized previously in human breast cancer and implicated to be of importance in human invasive bladder cancer was developed. [3, 7, 8] This list of genes was used to perform unsupervised hierarchical clustering using Euclidean distance metrics on the same genes differently expressed between normal and canine iUC samples. GSEA analyses were conducted using GeneSpring GX 13.0 with datasets imported from the Broad Institute using 5 minimum number of genes with a 100 permutations and a q cut off value of 0.3. KEGG Pathway analyses were conducted using DAVID.

### Immunohistochemistry

Immunohistochemistry of paraffin-embedded tissue sections was performed using manufacturer’s instructions (BioCare, Concord, CA) with modifications. [13] Briefly, histopathologically confirmed canine normal bladder and iUC slides were deparaffinized and hydrated, followed by antigen retrieval using proteinase K (Dako Corporation, Carpinteria, CA). The slides were incubated with EGFR mouse monoclonal antibody clone 528 (Pierce, Rockford, IL) overnight at 4°C. The slides were incubated with mouse probe (BioCare Medical, Concord, CA) followed by MACH 4. The signal was detected using 3,3'-diaminobenzidine reagent (DAKO Corporation, Carpinteria, CA); slides were counterstained with hematoxylin (Sigma, St Louis, MO), dehydrated, and mounted in permount (Sigma, St Louis, MO). Paired control slides were stained using Universal Negative control serum (BioCare Medical, Concord, CA). Normal canine skin served as a positive control for specificity of immunostaining. The percent of positively immunostained tumor cells was categorized as 0 to 3 as follows: 0 = <10% of cells, 1 = 10–19% of cells, 2 = 20–49% of cells, and 3 >50% of cells. The intensity of immunostaining was graded on a scale of 0–3 where 0 = no staining, 1 = equivocal staining, 2 = moderate to intense staining, and 3 = highest intensity staining. The IHC score was determined by multiplying the category for percent positive cells by the staining intensity such that 9 was most intense and 2 was the least. An IHC score of 0–1 was considered negative.

## Results

### Cross Species Analyses of Gene Expression Between Canine and Human Normal Bladder and iUC Samples

Cross-species analyses were performed using a two-step process (Fig 1). First, the commonly annotated genes on both human and canine chips were identified, and second was the identification of differentially expressed genes between normal bladder and iUC both in canine and human samples (FC2, t-test unpaired p<0.05). This step-wise process identified 436 genes which were subjected to unsupervised hierarchical clustering, and the results are illustrated in Fig 2. 

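Expression in 18 canine iUC samples and 4 normal canine bladder samples was measured on Affymetrix canine arrays, in which a set of short probes reports each transcript. Each array holds 1 sample made from 5 µg of RNA, and the samples of a group are biological replicates. The iUC samples were biopsies taken by cystoscopy, and the normal samples came from the bladders of healthy dogs. The deposited table holds log2 values from the authors' GeneSpring processing for 43035 probe sets. The authors centred each probe set on its median over the 22 arrays, so a value states how far a sample lies from the middle of all samples and gives no expression level. The method used to normalize the arrays against each other is not given in the sources used here. The median of an array lay between -0.0278 and 0.059. After 111 control probe sets were set aside, 42924 were analysed, and the mean of a gene's probe sets was taken for each of 15115 genes. Samples were compared with limma on the log2 values, with Benjamini-Hochberg adjustment. A gene is called higher or lower in iUC at an adjusted p of 0.05 or below and a fold change of 2 or more, as in the study. The gene lists, the comparison of iUC with normal bladder and these thresholds were set before the data were examined. The study's filter on low expression was not applied, because centred values give no level to filter on. For the same reason the mean of a gene's probe sets, listed beforehand as an alternative, took the place of the planned probe set of highest mean after the values had been seen. The sample labels end in 2 ways: the iUC samples and normal bladder replicate 1 share 1 ending, and normal bladder replicates 2 to 4 have the other. With this ending as a block in the fit, which leaves 1 normal sample to set against the iUC samples, 15 genes were higher and 389 lower. Normal bladder replicates 3 and 4 correlated at 0.934 across probe sets, and the next normal pair at 0.761. With replicates 3 and 4 taken as 1 sample, 312 genes were higher and 979 lower, against 556 and 1306 with all 4 normal samples. The number of normal samples limits the precision of every comparison.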

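Most of the Table A genes that differed in the canine samples were lower in iUC than in normal bladder. Of the 436 genes, 423 had a probe set that names that gene alone. Of these, 63 were higher in the 18 iUC samples, 242 were lower in them, and 118 did not pass the test (64 higher and 242 lower when adjusted over the list alone). TAGLN, which encodes the smooth muscle protein transgelin, fell by 4.58 on the log2 scale (standard error 0.52, adjusted p = 1.04e-06 from limma), and ACTA2, the smooth muscle actin, fell by 4.49 (standard error 0.63). SPARCL1, a matrix glycoprotein, fell by 4.30 (standard error 0.68), and BAG2, a co-chaperone, fell by 4.24 (standard error 0.34). All 4 were lower in each of the 18 iUC samples than in any normal sample. Because the study chose Table A partly on these samples, the counts are not independent evidence of direction. With quantile normalization 183 of the genes were called, and with the label ending as a block 89 were.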

The list of genes is available in Table A in S1 File. The characteristics of the dogs providing iUC samples are summarized in Table B in S1 File. Regions signifying concordance and differences in expression data, i.e., upregulated or downregulated genes, between canine and human iUC samples can be visualized in Fig 2.

**Fig 2:**
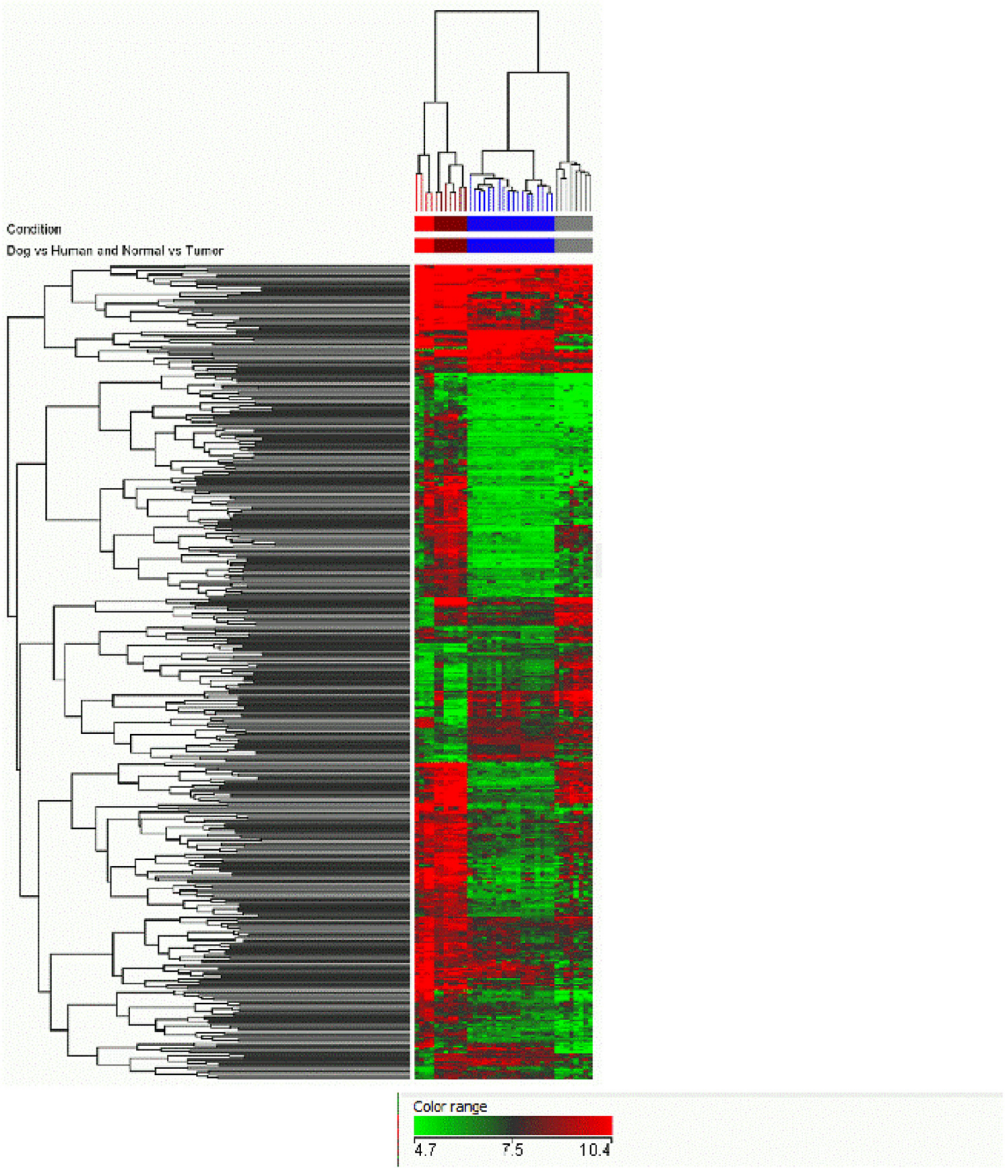
Canine and human iUC samples cluster together. A list of genes that are commonly annotated and significantly expressed (between normal and iUC, p<0.05, FC2) in dogs and humans, was generated. Hierarchical clustering was performed on these genes (n = 436) using Euclidean distance metrix. Figure illustrates that canine and human normal controls cluster together and these cluster separately from canine and human iUC samples. The iUC samples from dogs and humans clustered together. The color codes are: (1) red bar denoting canine normal bladder, (2) brown bar denoting normal human bladder, (3) blue bar denoting canine iUC samples, and (4) grey bar denoting human iUC samples.

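Clustering the canine samples on the 423 measured Table A genes placed the 4 normal samples in a branch of their own, and the other branch held all 18 iUC samples (Ward linkage on Euclidean distances). Of 1000 random lists with as many genes, 7% set the 4 normal samples apart in this way. The study chose Table A partly because its genes differ between these samples, so neither the separation nor the comparison with random lists is independent evidence. With 1 minus the Pearson correlation as the distance, the branch with the normal samples held 11 arrays. Smooth muscle genes such as MYL9, CNN1 and DES are among those that fell most in the list. Human samples were not analysed here.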

### Hierarchical Clustering of Canine iUC Samples

On performing unsupervised hierarchical clustering, the canine iUC samples clustered as two distinct groups (Fig 3). 

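The iUC samples fell into 2 branches of 11 and 7 samples, and the 4 normal bladder samples formed a branch of their own. The tree was built from the 6253 probe sets called between iUC and normal bladder, with Ward linkage on Euclidean distances. Parting the iUC samples in this way left 0.487 of their sum of squares within the branches. Draws from a single Gaussian distribution with the same covariance spectrum left a median of 0.627. Of 1000 draws, 28 left a share as low (permutation p = 0.029). All 18 iUC samples kept their places with all probe sets, with the 1000 probe sets of largest variance, with average or complete linkage, with 1 minus the Pearson correlation and after quantile normalization. With all probe sets, with the 1000 of largest variance and with the correlation distance, the normal samples no longer stood apart from the iUC samples. The paper's text does not name the samples of each group, so the branches are called larger and smaller here, and no gene was tested between them.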

The clustering of groups was independent of sex, age, breed, cancer grade, stage, or clinical outcome. As visualized in the PCA plot, not only did the normal bladder samples cluster separately from the tumor samples, but 11 tumor samples (designated as Group I) segregated separately from the other 7 tumor samples (designated as Group II) (Fig 4). 

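The first principal component held 44.1% of the variance and the second 22.6%. On the first component the 7 samples of the smaller branch lay between 75.1 and 127, the 11 samples of the larger branch between -48.6 and 7.48, and the 4 normal bladder samples between -142 and -62.2. On the second component the normal samples lay between 44.5 and 129, above the larger branch at -68.6 to -29.1, while the smaller branch lay between 23.2 and 47.3 and overlapped the normal samples. The third component held 4.93%. After quantile normalization the normal samples stood apart from all iUC samples on the second component and not on the first. With each probe set scaled to the same variance, a choice made after the data were seen, they stood apart from all iUC samples on neither component. In both settings the smaller branch stood apart on the first component.
Some control probe sets differed between the branches and others overlapped. The 17 Tag probe sets, which match artificial sequences and no dog transcript, had means of 0.277 to 0.460 (log2, centred) on the arrays of the smaller branch and -0.128 to 0.131 on those of the larger branch. The 6 control probe sets for GAPDH and actin, genes active in nearly all cells, had means of -1.13 to -0.582 in the smaller branch and -0.0799 to 0.246 in the larger branch. The hybridization controls overlapped (-1.29 to -0.134 in the smaller branch and -1.01 to 1.18 in the larger), and so did the labelling controls (-0.577 to 0.0337 and -0.569 to 1.31). The mean over all probe sets was -0.100 to -0.0681 in the smaller branch and 0.0701 to 0.0900 in the larger branch. The standard deviation across probe sets was 0.547 to 0.797 in the smaller branch and 0.368 to 0.502 in the larger branch. The difference between 3' and 5' probe sets of GAPDH and actin, a sign of RNA degradation, overlapped between the branches (-0.0390 to 0.297 and -0.256 to 0.204).

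**Figure D1:**
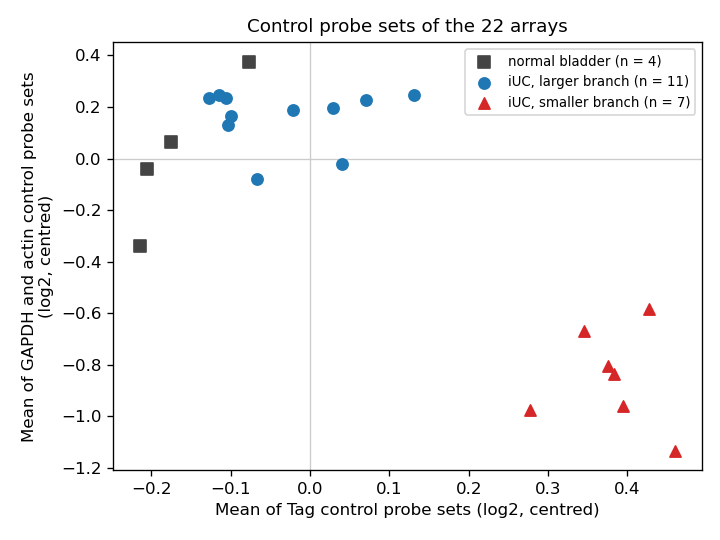
Mean of the Tag control probe sets (x axis, centred log2 values) against the mean of the GAPDH and actin control probe sets (y axis, centred log2 values). Each point is 1 of the 22 arrays, by branch of the tree or as normal bladder. The 7 arrays of the smaller branch lie at Tag means of 0.277 or above and GAPDH and actin means of -0.582 or below, apart from all other arrays.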

A total of 2012 pathways were found to be enriched in canine iUC samples. Utilizing DAVID to analyze the KEGG pathways enriched while analyzing canine iUC samples indicated the erbb signaling pathway to be enriched significantly (Table C in S1 File). 

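Genes of ErbB signaling differed between iUC and normal bladder about as often as other genes. Of 77 measured members, 6 were higher, 3 were lower and 68 did not pass the test (the same counts when adjusted over the list alone). PAK4, a kinase that remodels the actin cytoskeleton, rose by 1.88 on the log2 scale (standard error 0.31, adjusted p = 0.000102 from limma). CBLC, a ubiquitin ligase that acts on EGFR family receptors, rose by 1.46 (standard error 0.29). HRAS, the small GTPase, fell by 1.63 (standard error 0.20, adjusted p = 3.57e-06), and PRKCB, a protein kinase C, fell by 1.10 (standard error 0.22). The share called was 11.7% in the list and 12.3% among other genes (one-sided Fisher's exact test, p = 0.619). The median log2 fold change of the list was 0.13 (camera, adjusted p = 0.314). When a gene counted as called with 1 or more called probe sets, 23 of the 77 were called (p = 0.0515 from the same test). With genes matched on their number of probe sets, the exact p was 0.0487. Both counts were added after the first had been seen. The list was written from general knowledge of the pathway and is not a copy of the KEGG entry.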

Gene ontology (GO) analyses of canine iUC samples indicated aberrations in biological processes (87%), molecular functions (9%) and cellular components (4%) (Table D in S1 File). 

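The genes of cell division that passed the test in the 22 samples were higher in iUC. Of 31 measured cell cycle and mitosis genes, 19 were higher, none was lower and 12 did not pass the test (19 higher when adjusted over the list alone). TOP2A, the topoisomerase of dividing cells, rose by 2.84 on the log2 scale (standard error 0.55, adjusted p = 0.000471 from limma) and was higher in all 18 iUC samples than in any normal sample. CDC20, an activator of the anaphase-promoting complex, rose by 2.30 (standard error 0.56), and RRM2, a subunit of ribonucleotide reductase, rose by 2.07 (standard error 0.43). The mean of the list lay between -0.53 and 0.964 in the iUC samples and between -1.03 and -0.881 in the 4 normal samples. Its median log2 fold change was 1.06 (camera, adjusted p = 3.11e-10; adjusted p = 0.348 with an estimated correlation). In the same comparison most smooth muscle genes were lower and 13 of 20 urothelium genes were higher in iUC. Of 40 measured genes of the set around cyclin B2 that Table E lists as GNF2_CCNB2, 16 were higher and 24 did not pass the test (17 higher when adjusted over the list alone). Examples are PTTG1, the securin gene, which rose by 2.72 (standard error 0.28), and RACGAP1, a cytokinesis gene, which rose by 2.05 (standard error 0.29). This set had a median of 0.80 (camera, adjusted p = 1.66e-06; adjusted p = 0.581 with an estimated correlation), and since the study found the set in these samples it is not independent evidence. Leaving out normal bladder replicate 1 gave 14 higher genes and 1 lower gene in this set. Of 24 measured genes of DNA replication, MCM10 and MCM7 were higher and 22 did not pass the test (adjusted p = 0.126 for the list), and 1 gene was higher without normal bladder replicate 3 or 4. With the label ending as a block, the median of the 31 cell cycle and mitosis genes was 1.02. That fit sets 1 normal sample against the iUC samples, so it cannot part the group from that sample and cannot test a list.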

Gene Set Enrichment Analyses (GSEA) revealed enrichment of genes in the categories of hallmark, C3 and C4 gene sets (Table E in S1 File).

**Fig 3:**
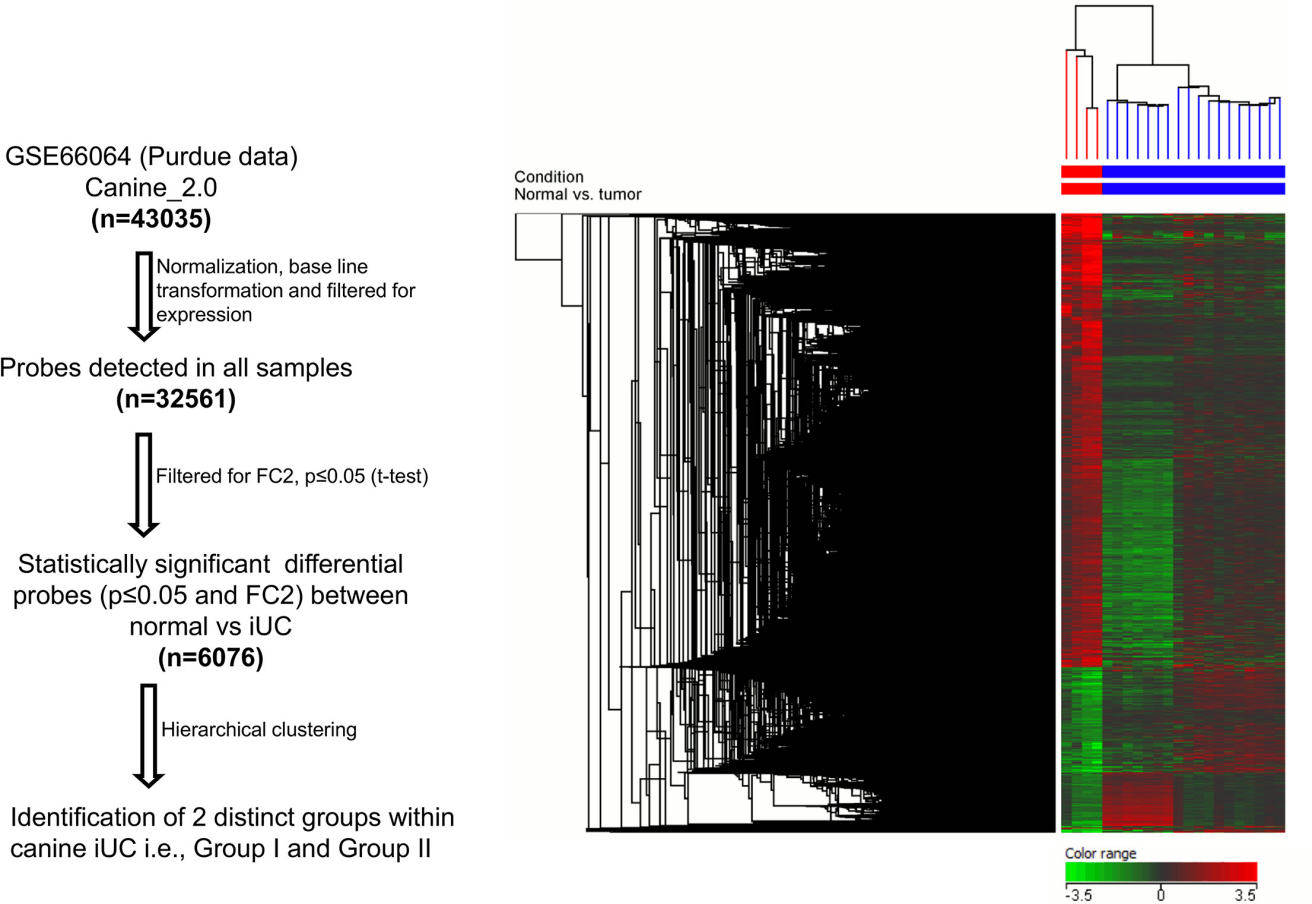
Canine iUC samples cluster as two distinct groups. Hierarchical clustering illustrates the differential expression of genes (p<0.05, FC2) between canine iUC samples vs. normal canine bladder. Furthermore, the canine iUC samples clustered in two distinct groups.

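Among called genes without overlap between the groups, smooth muscle genes were among the 10 largest falls in iUC. Genes of epithelial cells, such as PIGR, MUC1 and CDH1, were among the 10 largest rises. This describes single genes and is not a test of a list. MYL9, the regulatory light chain of smooth muscle myosin, fell by 6.11 on the log2 scale (68.9-fold, standard error 0.60, adjusted p = 1.25e-07 from limma). CNN1, which encodes calponin, fell by 5.83 (standard error 0.40), and DES, the desmin gene, fell by 5.60 (standard error 0.43). The other genes among the 10 largest falls without overlap between the groups were PDLIM3, ACTC1, MYLK, MYBPC1, MYH11, ACTG2 and PDGFRL, with log2 fold changes from -5.85 to -4.70. CHST4, a carbohydrate sulfotransferase, rose 26.7-fold (log2 fold change 4.74, standard error 0.86, adjusted p = 0.000291). PIGR, the receptor that carries immunoglobulin across epithelia, rose 13.9-fold (standard error 0.33 on the log2 scale), and MUC1, an epithelial mucin, rose 10.5-fold (standard error 0.42). The other genes among the 10 largest rises without overlap between the groups were LYPD2, NIPAL1, ADGRF1, NCCRP1, CDH1, CLIC3 and TOP2A, with log2 fold changes from 2.84 to 4.29.
Of all genes, 556 were higher and 1306 were lower in the 18 iUC samples than in the 4 normal samples. Without normal bladder replicates 1, 2, 3 and 4 in turn, 716, 577, 330 and 298 genes were higher. In the same fits 1495, 1246, 983 and 967 were lower. Among probe sets, 1676 were higher and 4577 lower. Of the called genes, 679 had no value shared between the ranges of the groups. Over all genes the share without overlap was 7.69%, and chance gives 0.0273%. Of 24 measured smooth muscle genes, 18 were lower, none was higher and 6 did not pass the test (18 lower when adjusted over the list alone). The median of the list was -3.19 (camera, adjusted p = 7.06e-20; adjusted p = 0.157 with an estimated correlation). With an estimated correlation the list was called after quantile normalization (adjusted p = 0.0449) and without normal bladder replicate 2 (adjusted p = 0.0151). Against normal bladder replicate 1 alone, the only normal sample of the first ending, the list median was -3.24. The mean of these genes per sample was 2.04 in normal bladder replicate 2 and 3.23, 3.34 and 3.71 in replicates 1, 3 and 4, against -0.436 to 0.935 in the iUC samples. Of 22 genes of fibroblasts and matrix, 17 were lower, 1 was higher and 4 did not pass the test (the same counts when adjusted over the list alone). They include MFAP5, a microfibril protein that fell by 4.48 (standard error 0.30), and DCN, the matrix proteoglycan decorin, which fell by 3.40 (standard error 0.67). The median was -1.77 (camera, adjusted p = 5.21e-09; adjusted p = 0.291 with an estimated correlation). The 1 that was higher is PDGFRA, a growth factor receptor, and it is not called without normal bladder replicate 1, 2 or 4.
Of 20 urothelium genes, 13 were higher, none was lower and 7 did not pass the test (16 higher when adjusted over the list alone). PSCA, a surface antigen of urothelium, rose by 3.42 (standard error 0.65), and KRT7, a keratin of simple epithelia and urothelium, rose by 2.09 (standard error 0.35). The median was 1.63 (camera, adjusted p = 1.13e-05; adjusted p = 0.535 with an estimated correlation). The mean of the urothelium genes per sample was -0.247, -0.654, -1.91 and -3.34 in normal bladder replicates 2, 1, 3 and 4, against -1.18 to 0.66 in the iUC samples. Without replicate 3, 7 of these genes were higher, without replicate 4, 6 were, at a list median of 0.84, and with the label ending as a block none was, at a list median of 0.56. The share of called genes that were higher was 29.9%, and it was 42.8% with each array scaled to its 75th percentile and 40.6% with quantile normalization, which called 726 genes. Without the 7 iUC arrays of lowest mean it was 46.8%.

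**Figure D2:**
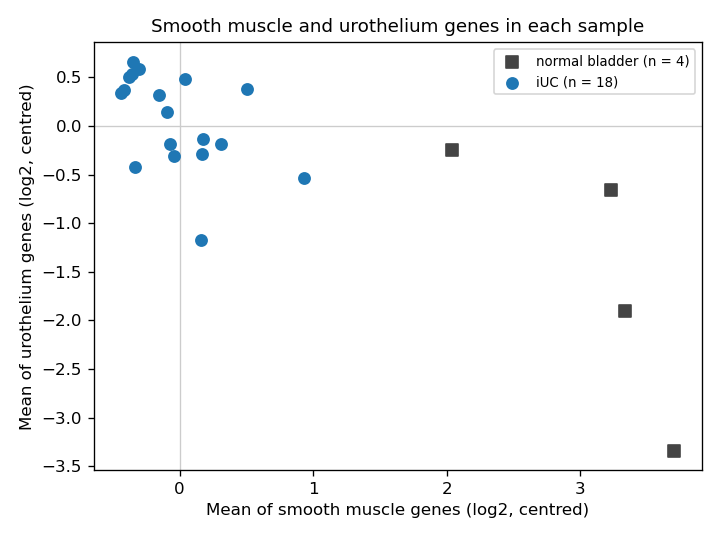
Mean of the 24 smooth muscle genes (x axis) against the mean of the 20 urothelium genes (y axis) in each sample, in centred log2 values. Points are the 18 iUC samples and squares the 4 normal bladder samples. The normal samples lie at smooth muscle means of 2.04 or above, and the iUC samples at 0.935 or below.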

**Fig 4:**
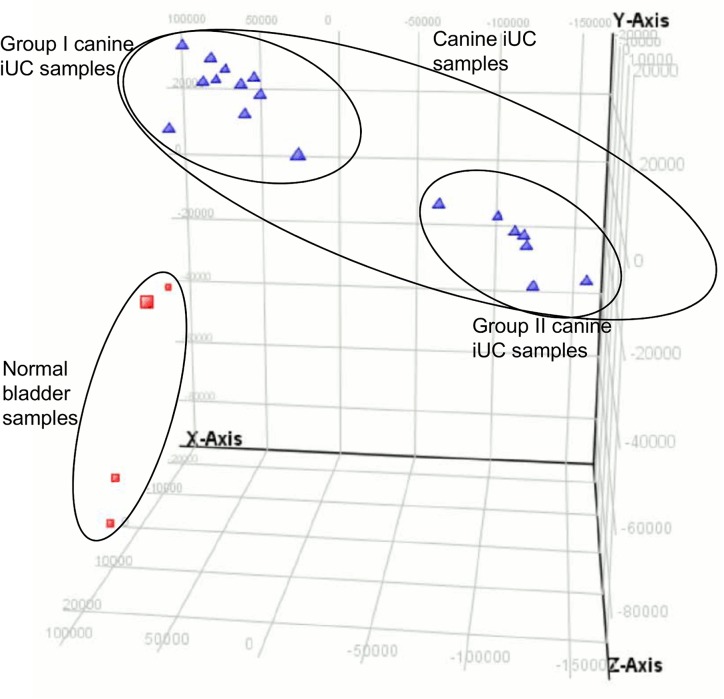
Principal Component Analyses (PCA) plot of normal canine bladder and iUC samples. A PCA plot was generated using normalized data. The PCA plot shows clear separation between normal samples and canine iUC samples. In addition, the PCA plot also demonstrates clear segregation of the canine iUC samples into two groups i.e., group I and group II.

Some of the genes representing basal and luminal subtypes of human breast cancer and *P53* pathways associated genes that were also differentially expressed between canine normal bladder and iUC were subjected to hierarchical clustering using all of the dog samples (Table F in S1 File). 

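Among the genes the study listed in Table F, more luminal genes were higher than lower in iUC, and basal genes went both ways. Of 28 measured luminal genes, 13 were higher, 1 was lower and 14 did not pass the test (18 higher and 1 lower when adjusted over the list alone). KRT8, a keratin of luminal cells, rose by 2.47 on the log2 scale (standard error 0.58, adjusted p = 0.00283 from limma), VGLL1, a transcription cofactor, rose by 2.53 (standard error 0.74) with no call without normal bladder replicate 3, and FGFR3, a growth factor receptor often mutated in human bladder cancer, rose by 1.52 (standard error 0.36). The 1 that fell was BID, a proapoptotic gene, and it was not called without replicate 2, 3 or 4 or after quantile normalization. The median was 1.37 (camera, adjusted p = 3.16e-06, or 0.563 with an estimated correlation). In the same comparison the urothelium list had a median of 1.63. Its mean was -0.654, -0.247, -1.91 and -3.34 in normal bladder replicates 1, 2, 3 and 4. Whether the luminal genes rose beyond the urothelium genes was not tested. Without replicates 1, 2, 3 and 4 in turn, 16, 20, 11 and 10 luminal genes were higher, with a median of 0.87 without replicate 4, and with the label ending as a block, which leaves 1 normal sample, none was, at a median of 0.83. Of 34 measured basal genes, 4 were higher, 8 were lower and 22 did not pass the test (the same counts when adjusted over the list alone). EMP3, a membrane protein, fell by 3.00 (standard error 0.34), and GLIPR1 fell by 2.37 (standard error 0.62). TCN2, which binds vitamin B12, rose by 1.61 (standard error 0.51), and SOX9, a transcription factor of progenitor cells, rose by 1.27 (standard error 0.45). The median was -0.37 (camera, adjusted p = 0.0654). The list was called lower without normal bladder replicate 2 (adjusted p = 0.0197) or replicate 4 (adjusted p = 0.0348) and with scaling to the 75th percentile (adjusted p = 0.0179). None of these calls was kept with an estimated correlation (adjusted p = 0.366 to 0.641). Fits that set 1 normal sample against the iUC samples cannot test the list, since they cannot part the group from that sample. Without replicate 2, 2 basal genes were higher, and without replicate 3 or 4 none was. TCN2 and SOX9 were not called in any of these 3 fits. Of 16 genes of the P53 and RB pathways, 4 were higher, 2 were lower and 10 did not pass the test (the same counts when adjusted over the list alone). CCNE2 and E2F1, which drive entry into S phase, rose by 1.35 (standard error 0.38) and 1.02 (standard error 0.24). CCND1, another cyclin of G1, fell by 1.61 (standard error 0.51). Without replicate 3, 2 genes of this list were higher and 1 was lower, and without replicate 4, 3 were higher and 1 was lower. E2F1 was not called without replicate 2 or 3, and CCND1 was not called without replicate 3 or 4. The median was 0.30 (camera, adjusted p = 0.481). The study chose these lists partly because the genes differed in these samples, so the counts are not independent evidence of direction.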

Upon clustering, canine iUC samples were found to be enriched for basal (Fig 5A) and luminal (Fig 5B) subtypes identified in human bladder cancer (resembling the breast cancer subtypes) and also showed patterns of enrichment of *P53* pathways associated genes (Fig 5C).

**Fig 5:**
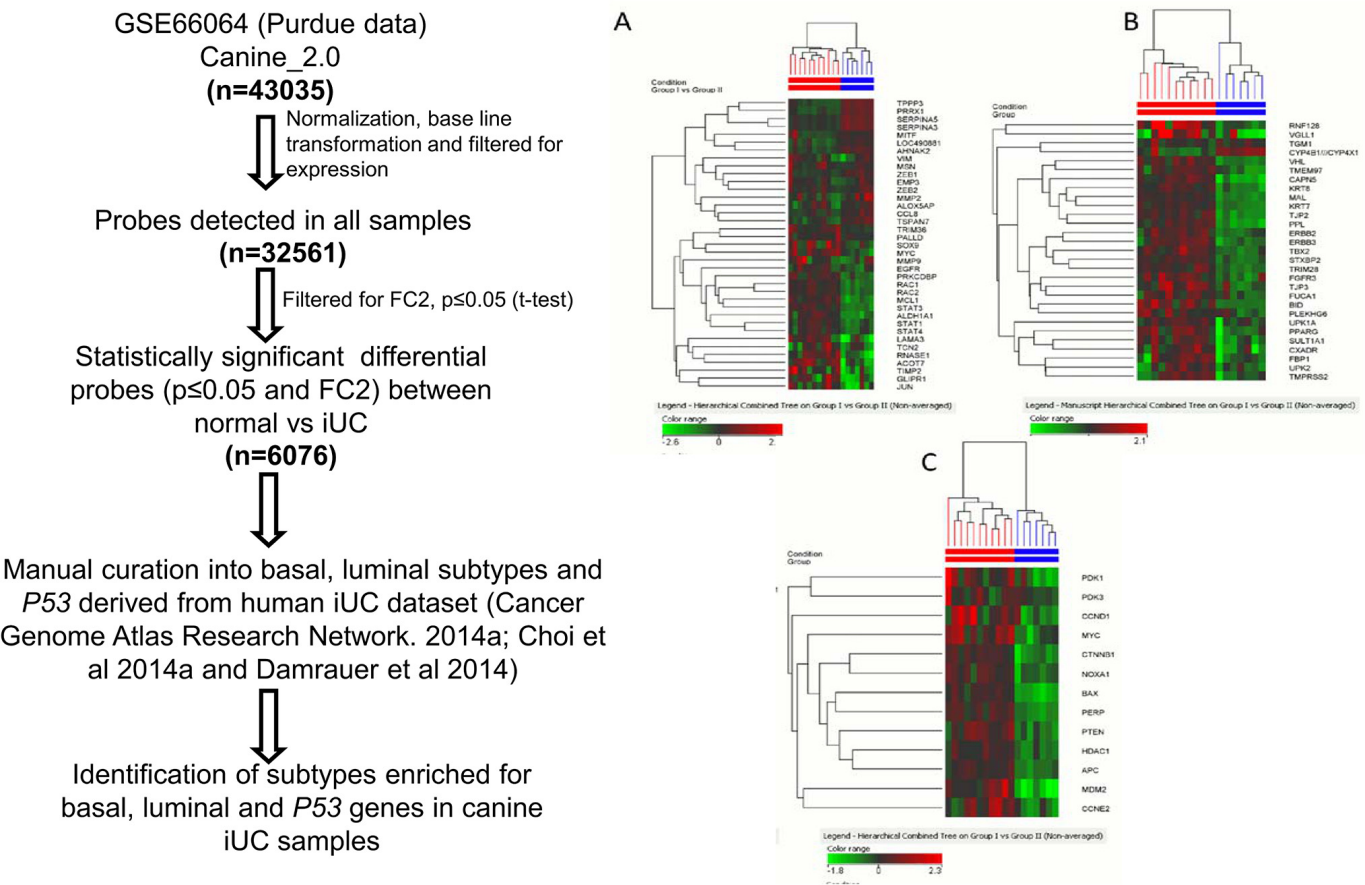
Analyses of canine iUC samples reveal enrichment for basal and luminal subtypes and also for genes in *P53* pathways. A list of genes representing basal and luminal subtypes and those involved in *P53* pathways was manually generated from published human iUC dataset (Cancer Genome Atlas Research Network. 2014a; Choi et al 2014a and Damrauer et al 2014). A second list was generated, using these genes as a reference, which were also significantly expressed in canine iUC samples and hierarchical clustering was performed using Euclidean distance metrix. Heat maps indicate genes enriched for basal (A) and luminal (B) subtypes of breast cancer in the canine iUC samples and also indicate enriched genes in the *P53* pathways (C). Red and blue bars above the heat map indicate the clean separation of samples into the previously observed groups. There was no clear segregation of basal and luminal genes.

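Each Table F list parted the iUC samples much as the tree of all called probe sets did. The luminal genes placed all 18 samples in the same branches, the genes of the P53 and RB pathways also placed 18, and the basal genes placed 17 (Ward linkage on Euclidean distances). Of 1000 random gene lists with the same number of genes, 82.7% placed as many samples alike as the luminal list, 69% as many as the P53 and RB list, and 96.1% as many as the basal list. The placement by the luminal genes was 12 with average or complete linkage, 14 with 1 minus the Pearson correlation and 16 after quantile normalization.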

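Across the iUC samples, scores for basal and luminal genes were compared within each branch of the tree, since the samples fall into separate clusters. A score is the mean of a list's centred log2 values in a sample. With the Table F lists, Pearson's r between basal and luminal scores was -0.515 in the 11 samples of the larger branch (Spearman's rho -0.527, permutation p = 0.106 for r and 0.0994 for rho), and -0.219 without the 2 samples farthest from the median basal score. In the 7 samples of the smaller branch r was -0.609 (rho 0.107, exact permutation p = 0.169 for r and 0.84 for rho), and 0.675 without the 2 farthest. With basal and luminal markers of human bladder cancer, r was -0.80 in the larger branch (permutation p = 0.00502, adjusted p = 0.0402 over 8 relations). Spearman's rho was -0.645 (permutation p = 0.0366, adjusted p = 0.265). Without the 2 samples farthest from the median r was -0.339, so the relation in the deposited values rests on those samples. After quantile normalization, where the full relation did not pass, r was -0.632 without the 2 farthest. In the smaller branch r was -0.851 (rho -0.714, exact permutation p = 0.0464 for r and 0.0881 for rho, adjusted p = 0.173 for r), and -0.334 without the 2 farthest. The branches were found from expression values of the same samples, so the relations within them are not independent of that split. The other 4 relations, within samples labelled by number or by name, had r from -0.677 to 0.528 and none passed. For the human markers r was -0.677 by number and -0.402 by name. From the clustering of the samples on these lists, the paper concludes that canine iUC is enriched for the basal and luminal subtypes known in human bladder cancer and for genes of the P53 pathways.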

### Enriched Epidermal Growth Factor–Epidermal Growth Factor Receptor (EGF-EGFR) Pathway in Canine iUC Samples

The EGF-EGFR pathway has received considerable attention in human iUC, and trials of therapies aimed at this pathway are underway in people with iUC. [16, 17] EGFR expression has also recently been reported in canine iUC. [18] 

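EGFR itself was higher in iUC than in normal bladder, and other genes of its pathway went both ways. EGFR rose by 1.03 on the log2 scale (standard error 0.28, adjusted p = 0.0078 from limma, 18 iUC and 4 normal samples). Its probe sets gave 0.21 and 1.86, and the second alone was called. Without normal bladder replicate 3 its log2 fold change was 0.92 (adjusted p = 0.048), under 2-fold, and without replicate 4 it was 0.75 (adjusted p = 0.0761). The log2 fold change of EGFR was also not called with quantile normalization (0.85, adjusted p = 0.0598), with the replicate number as a block (0.99, adjusted p = 0.0569) or with the label ending as a block (0.73, adjusted p = 0.791). The mean of the urothelium genes was lowest in normal bladder replicates 3 and 4, at -1.91 and -3.34, against -0.654 and -0.247 in replicates 1 and 2. Whether a larger share of epithelial cells in the iUC samples accounts for the rise of EGFR stays open. Of 146 measured EGF-EGFR signaling genes, 11 were higher, 13 were lower and 122 did not pass the test (the same counts when adjusted over the list alone). PIK3C2B, a phosphoinositide 3-kinase, rose by 2.06 (standard error 0.23), and REPS2, which takes part in the internalization of EGFR, rose by 1.87 (standard error 0.45). CAV1, the main protein of caveolae and abundant in smooth muscle, fell by 4.03 (standard error 0.60), and GRB14, an adaptor protein, fell by 3.41 (standard error 0.70). The share called was 16.4% in the list and 12.3% among other genes (one-sided Fisher's exact test, p = 0.0852). The median log2 fold change was 0.05 (camera, adjusted p = 0.673). With array weights in the fit, the Fisher p was 0.0346. With the label ending as a block, which leaves 1 normal sample, none of the EGF-EGFR genes was higher and 2 were lower. Leaving out replicate 3 gave 7 higher and 9 lower genes. When a gene counted as called with 1 or more called probe sets, 50 of the 146 were called (p = 0.000229), and with genes matched on their number of probe sets the exact p was 0.00159. Both counts were added after the first had been seen. The list was written from general knowledge of the pathway.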

The *EGFR* pathway was found to be enriched in canine iUC with a p<4.65E-05. To further confirm EGFR expression, immunohistochemistry was performed on tissue samples from 48 dogs with histopathologically confirmed intermediate to high grade iUC. The median age of the dogs was 11.5 years (range 6–17.5 years), and multiple breeds were represented. The tumor samples were from 1 intact female, 1 intact male, 26 spayed female and 20 neutered male dogs. EGFR expression was detected in 35 of 48 (73%) primary tumors (Fig 6). Immunoreactivity was noted in the epithelial cells in 8 of 8 normal bladders from dogs (≥ 90% cells positive, 2–3+ staining intensity; IHC score of 9).

**Fig 6:**
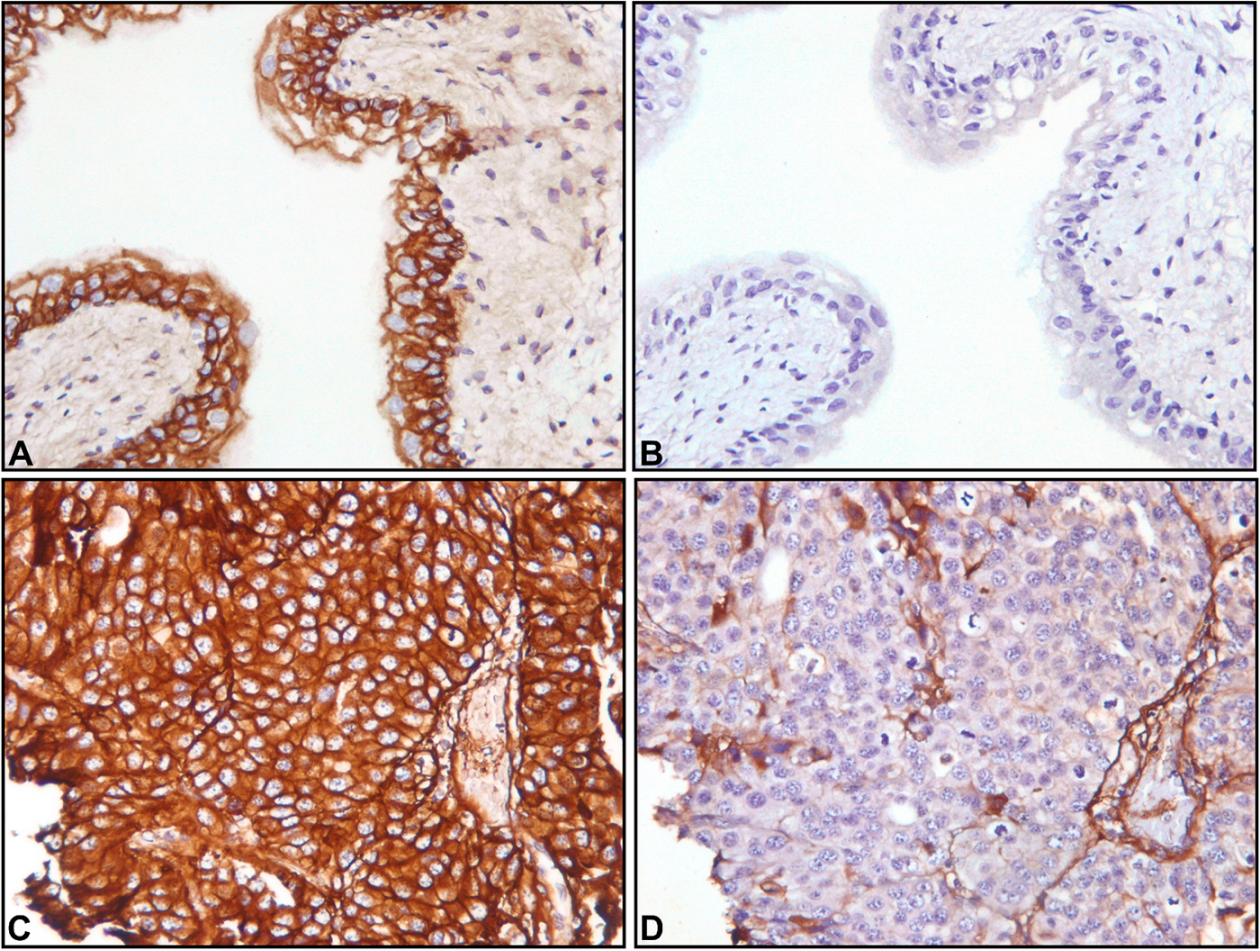
Immunohistochemical detection of EGFR expression in normal and iUC canine tissues. Photomicrographs of canine normal bladder (A and B) and canine iUC samples (C and D) demonstrating immunoreactivity to EGFR. Paired negative controls were used for each specimen (B and D). Please note membrane immunostaining of tumor cells (C) and normal urothelium (A).

## Discussion

Approximately 16,000 people are expected to die from iUC in the United States in 2015. [2] Cystectomy is considered the standard frontline treatment for people with apparent organ-confined cancer, but approximately half of these patients harbor metastases that emerge after surgery. [19] Although platinum based chemotherapy can control metastases initially, the development of resistance to the agents is common, and there is not a well-defined effective second line treatment for metastatic iUC. [19, 20] It is essential to develop better means to reduce the risk of iUC, to detect it earlier when it could be more effectively treated, and to provide better care for advanced cancer. Fortunately, the increasing understanding of aberrant pathways involved in the etiology and progression of bladder cancer is expected to aid in the development of personalized, targeted, and more effective therapy options. [3]

Treating cancer is no longer limited to treating a pathologic type. A shift is taking place towards treating the molecular signature or subtype thereby leading to more individualized treatment. This subtyping crosses “organ-specific” cancers as well as “species” as clearly validated by the data presented herein making dogs a biologically relevant model for iUC. Lessons learned in other organ-specific cancers involving similar molecular signatures can be harnessed and applied in a tailored manner. [4, 21–23]

As new management strategies are being developed, the availability of a highly relevant animal model, e.g. dogs with iUC, could greatly facilitate progress in the field. [9, 10] In particular, the recent promise of the administration of immune checkpoint inhibitors in metastatic human bladder cancer patients has heightened the appreciation of relevant immunocompetent animal models to optimize therapy. [24, 25] Rodents with experimentally-induced bladder tumors are the mainstay in pre-clinical bladder cancer research, but these models can fail to mimic the invasive and metastatic behavior, the molecular pathways involved, and the inter- and intra-tumoral heterogeneity that are hallmarks of human iUC. Naturally-occurring iUC in dogs offers several features that complement other animal models of bladder cancer. [10] The dogs, which are pet dogs, have functional immune systems, and share the environment, water, and often food with the people they live with. There is marked heterogeneity in canine iUC, as is the case in humans. Dogs are large enough for serial samples of blood, urine, and tumor tissue (collected via cystoscopy) to be collected over time. In addition, the compressed life span of dogs offers opportunities to test prevention strategies and therapeutic options in a shortened window of time compared to humans. Treatment options tested in dogs with naturally occurring iUC could potentially offer insights and better treatment options not only for humans with iUC but for humans with other cancers which have been genotyped to have genetic aberrations similar to those reported in canine iUC. One such example of the comparative value of clinical trials conducted in dogs [9, 26] is the beneficial biological changes observed following the administration of a selective *COX-2* inhibitor in the neo-adjuvant setting in humans. [11]

The findings from the work presented here provide additional compelling evidence for dogs serving as relevant and important models to improve the outlook for people with iUC, and other cancers as well. Several of the enriched pathways reported herein, i.e., focal adhesion, EGF-EGFR, signaling by ERBB2, angiogenesis etc. have been documented to be of importance not only in human iUC, but in several other human cancers. [3, 27–35] 

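Of 54 measured focal adhesion genes, 4 were higher in iUC, 15 were lower and 35 did not pass the test (4 higher and 17 lower when adjusted over the list alone). TNC, the matrix protein tenascin C, fell by 3.95 on the log2 scale (standard error 0.28, adjusted p = 1.42e-09 from limma), and LAMA4, a laminin of vessels and muscle, fell by 3.59 (standard error 0.50). THBS2, a thrombospondin of the matrix, fell by 2.79 (standard error 0.26). The genes that rose were LAMB3, ITGA3, ITGB6 and BCAR1, and ITGA3, part of a laminin receptor of epithelia, rose by 1.56 (standard error 0.31). MYL9, MYLK and FLNA, which fell, are also on the smooth muscle list. The median was -0.15 (camera, adjusted p = 0.0105, or 0.633 with an estimated correlation), and without normal bladder replicate 1 the list was not called (adjusted p = 0.0768). Without replicate 2 the median was -0.25 (camera, adjusted p = 0.000243, or 0.279 with an estimated correlation). The share called was 35.2% in the list and 12.2% among other genes (one-sided Fisher's exact test, p = 1.22e-05). Of 33 angiogenesis genes, 1 was higher, 7 were lower and 25 did not pass the test (2 higher and 7 lower when adjusted over the list alone). VEGFB, a growth factor of endothelium, fell by 2.05 (standard error 0.18), TIMP3, an inhibitor of metalloproteinases, fell by 2.10 (standard error 0.48), and FGF2, a fibroblast growth factor, fell by 1.93 (standard error 0.32). The median was -0.07 (camera, adjusted p = 0.38). The share called was 24.2% in the angiogenesis list and 12.3% among other genes (p = 0.0431 from the same test). For the angiogenesis list among called genes this p was 0.0947 to 0.199 when any 1 normal sample was left out. It was 0.00238 with the probe set of largest variance. When a gene counted as called with 1 or more called probe sets, 18 of the 33 were called (p = 3.14e-05 from the same test). That count was not matched on the number of probe sets. Without replicates 1, 2, 3 and 4 in turn, 2, 0, 1 and 0 angiogenesis genes were higher and 5, 7, 4 and 5 were lower. The Fisher tests of both lists were added after the counts had been seen and are not adjusted for the number of lists. Of 15 genes of endothelial cells, 4 were lower, none was higher and 11 did not pass the test (5 lower when adjusted over the list alone). EMCN fell by 2.33 (standard error 0.53) and ECSCR by 2.21 (standard error 0.29). The median of the endothelial list was -0.71 (camera, adjusted p = 0.0347; adjusted p = 0.641 with an estimated correlation), with no call without normal bladder replicate 3 (adjusted p = 0.0831) or 4 (adjusted p = 0.087, median -0.39). In each of those fits 2 of its genes were lower.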

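Of 11 genes the study names from work on human iUC, UPK3A, ERBB2, FOXA1, CDH1 and EGFR were higher in canine iUC, ZEB1, ZEB2, VIM, S100A1 and S100A9 were lower, and PPARG did not pass the test. That is 5 higher, 5 lower and 1 not called (6 higher and 5 lower when adjusted over the list alone). UPK3A, a uroplakin of the urothelial plaque, rose by 1.87 on the log2 scale (standard error 0.43, adjusted p = 0.00247 from limma). Its values in the 4 normal samples had an SD of 1.78, against 0.48 in the 18 iUC samples. FOXA1, a transcription factor of luminal cells, rose by 1.44 (standard error 0.35, adjusted p = 0.00388). S100A1, a calcium-binding protein of muscle, fell by 3.38 (standard error 0.23, adjusted p = 5.82e-10) and was lower in all 18 iUC samples than in any normal sample. S100A9, abundant in neutrophils, fell by 2.67 (standard error 0.90, adjusted p = 0.0261) and was lower than in any normal sample in 14 of the 18. It was not called without normal bladder replicate 1 (adjusted p = 0.105) or replicate 3 (adjusted p = 0.0674). The mean of 7 neutrophil genes was 2.16 in replicate 1 and 0.22 to 0.803 in the other normal samples. EGFR was not called without replicate 3 or 4. The list had a median of 1.03, or 0.68 without replicate 4, and a mean of -0.34, and camera gave it a downward direction (adjusted p = 0.533). The study chose these genes on these samples, so the counts are not independent evidence of direction.

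**Figure D3:**
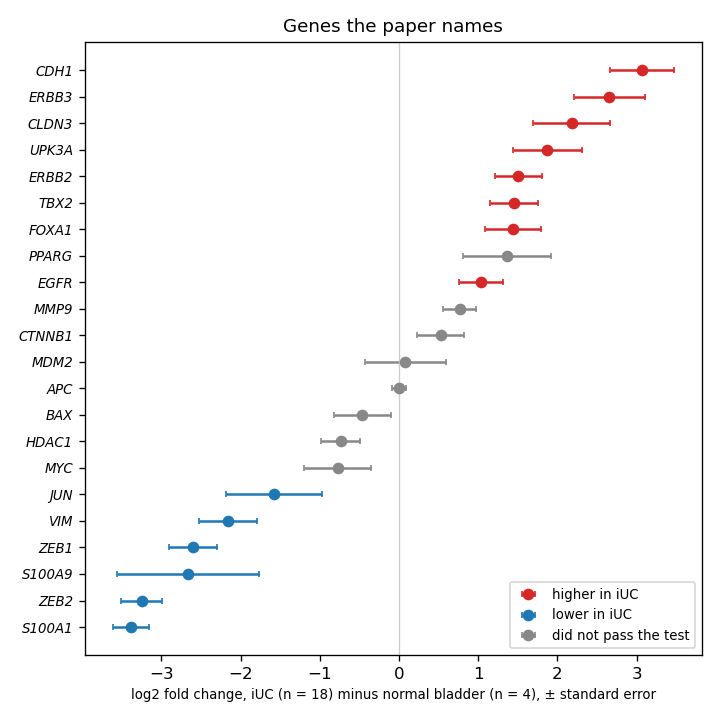
Log2 fold change of each gene (x axis, 18 iUC minus 4 normal bladder samples), with the standard error from limma as bars. Red and blue mark genes called higher and lower in iUC, and grey marks genes that did not pass the test. CDH1 has the largest rise, and S100A1 the largest fall at -3.38.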

Of particular excitement is the enrichment of genes such as *UPK3A*, *ERBB2*, *FOXA1*, *ZEB1*, *ZEB2*, *CDH1*, *VIM*, *S100A1*, *S100A9*, *EGFR* and *PPARG* that have been highlighted recently to be of importance in human iUC. [3, 7, 8, 36]

The enthusiasm of finding similarities and of the validation of targets and pathways in canine iUC when comparing to the human disease, is coupled with an acknowledgment that differences will exist. The difference in the expression of certain probes is highlighted, and easy to visualize when clustering human and dog normal samples and iUC samples. This is not unexpected or discouraging, as these differences could add to the understanding of the molecular interactions that drive the development and progression of iUC. Another difference recently reported between iUC in dogs and humans is the presence of a *BRAF* mutation (V600E) in canine iUC that is rare in human iUC. [3, 37] Alterations in MAPK signaling occur in iUC in both species, but a *BRAF* mutation is more commonly identified in canine iUC. Even with the presence of the *BRAF* mutation in canine iUC, similarities do exist in the expression patterns across the two species.

One example of potential value in translational research is the EGF-EGFR signaling pathway in iUC. EGFR and EGF-EGFR signaling has been documented to be of critical relevance in iUC, and in other human cancers as well. [27–29, 32, 38, 39] Over expression of EGFR protein has been reported in 79% of human iUC (stage T3-T4) as detected by immunohistochemistry. [40] The finding that a comparable 73% of canine iUC tissues overexpress EGFR provides strong support for the comparative model and offers opportunities to further explore a target of recognized importance in human iUC. EGFR is being targeted for treatment in humans with iUC. [41–43] and other cancers. [38, 39, 44–46] An EGFR targeted therapy trial is underway in dogs at the Purdue University Veterinary Teaching Hospital (unpublished data, Aguilar, Knapp).

Another critical finding from the work was the identification of expression patterns similar to those observed in human bladder cancer, i.e. luminal and basal subtypes as validated in human breast cancer. [3, 6–8] Canine iUC samples were found to be enriched for these subtypes. For instance, some of the genes enriched in canine iUC samples i.e., *PPARG*, *TBX2*, *ERBB2*, *ERBB3* are genes indicative of luminal subtypes of breast cancer in humans. [3, 6, 47] Furthermore, examples of genes enriched in the canine iUC samples resembling the basal subtype of breast cancer, and implicated to be critical in human iUC, are *MMP9*, *EGFR*, *JUN* and *MYC*. 

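ERBB3, ERBB2 and TBX2 were higher in iUC than in normal bladder, and PPARG did not pass the test over all genes. ERBB3, a receptor that pairs with ERBB2, rose by 2.65 on the log2 scale (standard error 0.45, adjusted p = 0.000135 from limma). ERBB2 rose by 1.51 (standard error 0.30, adjusted p = 0.000682). TBX2, a T-box transcription factor, rose by 1.45 (standard error 0.30, adjusted p = 0.00107). PPARG, a nuclear receptor active in urothelial differentiation, had a log2 fold change of 1.36 (standard error 0.55, adjusted p = 0.0589), with an SD of 1.62 across the 4 normal samples. Without normal bladder replicate 2 it was called, with a log2 fold change of 2.00 (adjusted p = 0.0127). All 4 genes were higher when adjusted over the list alone. For the 4 genes the median was 1.48 (camera, adjusted p = 0.0105; adjusted p = 0.535 with an estimated correlation). With the label ending as a block none of them was called, at a median of 1.15. The urothelium genes as a group were likewise lower in normal bladder replicates 3 and 4 than in replicates 1 and 2.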

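Of these 4 genes, EGFR was higher in iUC, JUN was lower, and MMP9 and MYC did not pass the test (1 higher and 1 lower when adjusted over the list alone). MMP9, a matrix metalloproteinase, had a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.00744 from limma, 18 iUC and 4 normal samples), which is under 2-fold. Of its 3 probe sets, 1 was called. JUN, a subunit of the AP-1 transcription factor, fell by 1.58 on the log2 scale (standard error 0.61, adjusted p = 0.046). Without normal bladder replicate 2, 3 or 4 the log2 fold change of JUN did not pass the test (adjusted p = 0.0977, 0.0776 and 0.188), and without replicate 3 or 4 EGFR was not called either. MYC had a log2 fold change of -0.78 (standard error 0.42, adjusted p = 0.143). These 4 genes had a median near 0, at -0.0046, while camera gave them an upward direction (adjusted p = 0.747). Among 19 immediate early genes, the class that JUN and MYC belong to, 1 was higher and 3 were lower, and 15 did not pass the test (0 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.495). In the fits without replicate 3 or 4 none was higher and 1 was lower. IER3, an apoptosis regulator, fell by 1.66 (standard error 0.41).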

In another example, the epithelial mesenchymal transition markers implicated to play an important role in human iUC i.e., *ZEB1*, *ZEB2*, *VIM*, *CDH1* and *CLDN3*, were also significantly enriched in canine iUC samples. Many of these genes/gene products have been targeted in other cancers. 

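The epithelial genes CDH1 and CLDN3 were higher in iUC than in normal bladder, and the mesenchymal genes ZEB1, ZEB2 and VIM were lower. CDH1, which encodes E-cadherin, rose by 3.06 on the log2 scale (8.37-fold, standard error 0.40, adjusted p = 7.8e-06 from limma), and CLDN3, a claudin of tight junctions, rose by 2.18 (standard error 0.49, adjusted p = 0.00188). Both were higher in all 18 iUC samples than in any normal sample. ZEB2, a transcription factor that represses CDH1, fell by 3.25 (standard error 0.26, adjusted p = 7.19e-09). Its relative ZEB1 fell by 2.60 (standard error 0.31, adjusted p = 1.8e-06), with 4 of 5 probe sets lower. VIM, the vimentin gene, fell by 2.16 (standard error 0.37, adjusted p = 0.000136). All 5 were called when adjusted over the list alone, and since the study chose them on these samples the counts are not independent evidence. Their median was -2.16 (camera, adjusted p = 0.198). Genes of fibroblasts, cells in which VIM and the ZEB genes are active, had a mean of 0.71 to 2.12 in the 4 normal samples and -0.602 to 0.639 in the iUC samples. Of 19 genes on a wider list of the epithelial mesenchymal transition, 6 were higher, 5 were lower and 8 did not pass the test (the same counts when adjusted over the list alone). Without normal bladder replicate 3, 3 of these genes were higher, and without replicate 4, 2 were. CLDN4, a claudin of epithelia, rose by 2.40 (standard error 0.61) with no call without replicate 4, and SNAI2, a repressor of CDH1, fell by 3.29 (standard error 0.41). That list had a median of 0.40 and a mean of 0.09, while camera gave it a downward direction (adjusted p = 0.673). Of 33 tight junction genes, 11 were higher, 2 were lower and 20 did not pass the test (the same counts when adjusted over the list alone). F11R, a junctional adhesion molecule, rose by 3.33 (standard error 0.53), and PARD6B, a polarity gene, rose by 2.80 (standard error 0.40). CLDN5, the claudin of endothelium, fell by 1.03 (standard error 0.27) and was not called without replicate 3 or 4. The median of the tight junction list was 0.62 (camera, adjusted p = 0.000101; adjusted p = 0.288 with an estimated correlation, and 0.0449 after quantile normalization), and 7 of its genes were higher and none was lower without normal bladder replicate 4. With the label ending as a block, which leaves 1 normal sample, ZEB2 alone of the 5 named genes was called. The log2 fold change of CDH1 was then 1.97, the log2 fold change of CLDN3 was 1.99, the log2 fold change of ZEB1 was -1.97 and the log2 fold change of VIM was -2.37 (adjusted p = 0.223, 0.461, 0.0639 and 0.0736).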

Mutations or aberrations in the *P53* pathways have been documented to play active roles in human iUC. [8] Genes such as *MDM2*, *CTNNB1*, *HDAC1*, *APC*, *BAX*, *PTEN* and *NOXA1* were enriched and differentially expressed among the canine iUC samples. 

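None of the 5 measured genes among these differed between iUC and normal bladder by the test and the 2-fold threshold together. HDAC1, a histone deacetylase, had a log2 fold change of -0.74 (standard error 0.24, adjusted p = 0.0239 from limma), which is under 2-fold. CTNNB1, the beta-catenin gene, had a log2 fold change of 0.52 (standard error 0.30, adjusted p = 0.164), and BAX, a proapoptotic gene, of -0.46 (standard error 0.36, adjusted p = 0.305). MDM2, the ubiquitin ligase that acts on P53, had a log2 fold change of 0.08 (standard error 0.51, adjusted p = 0.909). For APC it was 0.0040 (standard error 0.088, adjusted p = 0.974), the mean of 5 probe sets that ranged from -0.82 to 0.41. The count was also 0 when adjusted over the list alone, with 0 of their probe sets called. The list had a median of 0.0040 and a mean of -0.12, and camera gave it a downward direction (adjusted p = 0.673). NOXA1 has no probe set here that names it alone. Of 18 targets of P53, 1 was lower, none was higher and 17 did not pass the test (the same counts when adjusted over the list alone). It was SESN1, a stress-response gene, which fell by 1.16 (standard error 0.19). Without normal bladder replicates 1, 2, 3 and 4 in turn, 1, 2, 0 and 0 of these targets were higher and 1, 1, 1 and 0 were lower. Their median was 0.11 (camera, adjusted p = 0.452).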

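Lists of luminal and basal markers of human bladder cancer, written from general knowledge, were tested in the canine samples. Of 19 measured luminal markers, 8 were higher in iUC, 1 was lower and 10 did not pass the test (11 higher and 1 lower when adjusted over the list alone). KRT18, a keratin of luminal cells, rose by 1.62 on the log2 scale (standard error 0.47, adjusted p = 0.011 from limma), and GRHL3, a transcription factor of barrier epithelia, rose by 1.06 (standard error 0.26). XBP1, a transcription factor of secretory cells, fell by 1.17 (standard error 0.41). KRT7, KRT8, KRT18, UPK3A and GRHL3, all higher, are also on the urothelium list. The median of the luminal markers was 1.08 (camera, adjusted p = 0.00337; adjusted p = 0.606 with an estimated correlation), and 0.68 without normal bladder replicate 4. Without replicate 1 or 3 no luminal marker was lower. Of 14 measured basal markers, 2 were higher, 1 was lower and 11 did not pass the test (the same counts when adjusted over the list alone). LAMB3, a laminin chain of basement membranes, rose by 1.57 (standard error 0.38), and PI3, the protease inhibitor elafin, fell by 2.47 (standard error 0.50). The median of the basal markers was 0.40 (camera, adjusted p = 0.132), and without replicate 3 or 4, 1 of them was higher. With the label ending as a block, the median of the luminal markers was 0.39. That fit leaves 1 normal sample and cannot test a list.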

Although GSEA [48] did not reveal basal and luminal subtypes when the canine data were analyzed by this method, this could have been due to small sample size. Understanding the similarities between human and canine iUC, and also similarities across other cancer types, e.g. breast cancer, is expected to offer newer modalities for treatment and also for predicting treatment outcome for patients with bladder cancer.

The results of the expression analyses of canine iUC provide further value for naturally-occurring invasive bladder cancer in pet dogs as a relevant model for human invasive bladder cancer. It is anticipated that this and other studies characterizing iUC in dogs will increase the incorporation of dogs with iUC in translational research. Although there are many compelling reasons to consider translational research involving dogs, there are challenges and limitations to this approach. [49] Much of the scientific community is not aware or knowledgeable of the existence and potential value of studies of dogs with naturally-occurring cancer. In addition, the criticism has been raised that there are not enough dogs for studies. Currently, single institution studies can enroll 50–75 dogs per year. Trials consortia such as the National Cancer Institute’s Comparative Oncology Trials Consortium, can enroll more cases than single institutions (https://ccrod.cancer.gov/confluence/display/CCRCOPWeb/Comparative+Oncology+Trials+Consortium). This consortium includes academic veterinary oncologists at 20 veterinary colleges across the United States and Canada. The authors acknowledge, however, that if the scientific community should need to have several dog studies performed simultaneously, then more veterinary scientists and institutions would have to engage in this type of research, and new strategies would have to be developed to identify and enroll more dogs. Even by conservative estimates, there are 20,000 dogs which develop naturally-occurring iUC yearly in the United States, but many of these dogs do not undergo diagnosis and treatment. Furthermore, it is obvious that in cancer research, dog studies are never going to replace rodent studies in which a group of animals which are very similar and which have more predictable cancer can be acquired and studied simultaneously at a planned period of time. It is much better to view dog studies as a complement to the research done in rodents. Dogs develop heterogenous cancer which has innate and acquired drug resistance, similar to the hallmarks of human cancer. While some view this as a weakness of the dog model, the authors would propose that this is actually a great opportunity to address important challenges facing human cancer patients. Another limitation to conducting dog studies is the financial cost. Dog studies typically cost much more than rodent studies, and granting agencies are not always willing to provide this level of funding for animal work. Dog studies, however, are far less expensive than human trials. If a carefully designed and conducted study in dogs with spontaneous cancer could mean the difference between success and failure of a multi-million dollar human study, then the cost of the dog study could be a very sound investment. And finally, it is important to know that many pet owners, as well as comparative oncology researchers, view clinical trials in dogs as a win-win-win scenario. The individual dog gains access to a treatment that is expected to be beneficial and well tolerated, and pet owners embrace the possibility that their dog’s participation will provide information that could help other dogs and humans facing cancer.

In conclusion, expression analyses of canine iUC has further validated naturally-occurring invasive bladder cancer in pet dogs as a relevant model for the human disease The findings documented herein are in line with those reported in the human literature. These include, but are not limited to, the clusters in canine iUC that are enriched for basal, luminal subtypes of human breast cancer, and genes involved in *P53* pathways. These findings also provide evidence for the view proposed by TCGA that some common pathways are involved in the development of multiple types of cancer despite different sites/organs of origin. [3]

## Supporting Information

S1 File Table A: List of genes that are commonly expressed in dogs and humans, and that are differentially expressed between normal and iUC (p<0.05). Table B: Characteristics (gender, age, grade, stage at diagnosis, and stage at death) of dogs providing iUC samples which were analyzed. Table C: List of KEGG pathways enriched in canine iUC samples analyzed. Table D: Gene Ontology distribution of canine iUC samples analyzed. Table E: List of genes enriched by GSEA analyses. Table F: List of genes used to perform hierarchical clustering to classify genes as basal or luminal subtypes of breast cancer and genes participating in *P53* pathways.
(PDF) Click here for additional data file.

# Supplementary material for: Comparative Gene Expression Analyses Identify Luminal and Basal Subtypes of Canine Invasive Urothelial Carcinoma That Mimic Patterns in Human Invasive Bladder Cancer
**Source:** PLoS One. 2015 Sep 9;10(9):e0136688. doi: 10.1371/journal.pone.0136688
**Supplement:** S1 File — Table B: Characteristics (gender, age, grade, stage at diagnosis, and stage at death) of dogs providing iUC samples which were analyzed. Table C: List of KEGG pathways enriched in canine iUC samples analyzed. Table D: Gene Ontology distribution of canine iUC samples analyzed. Table E: List of genes enriched by GSEA analyses. Table F: List of genes used to perform hierarchical clustering to classify genes as basal or luminal subtypes of breast cancer and genes participating in P53 pathways.

Table A. List of genes that are commonly expressed in dogs and humans, and that are differentially expressed between normal and iUC ( $p < 0.05$ ).

Table B. Gender, age, grade, and stage at diagnosis and stage at death of canine iUC samples analyzed.

FS: Female Spayed; MN: Male Neutered and M: Male

Table C. List of KEGG pathways enriched in canine iUC samples analyzed.

Table D. Gene Ontology distribution of canine iUC samples analyzed.

Table E. List of genes enriched by GSEA analyses.

Table F. List of genes used to perform hierarchical clustering to classify genes as basal or luminal subtypes of breast cancer and genes participating in *P53* pathways.

How the deposited data were processed for this re-analysis (not part of the article)

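Gene expression was measured on Affymetrix Canine 2.0 arrays in 18 canine iUC samples and 4 normal canine bladder samples, with 1 array for each sample. The authors read the arrays into GeneSpring GX and deposited log2 values of 43035 probe sets. The authors subtracted from each probe set its median over the 22 arrays, since the median of each of the 43035 lies within 1e-06 of 0. The deposited values run from -7.34 to 8.25 and none is missing. The summarisation of probes into probe sets and the normalization between arrays are not given in the sources used here. The paper's methods name GeneSpring, a filter that kept probes above a low percentile of expression, a moderated t-test with the Benjamini false discovery rate and a fold change of 2.

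Gene symbols came from the platform's annotation. Of the 42924 probe sets left without Affymetrix controls, 29254 had 1 gene symbol, 439 had several and 13231 had none. Genes were named only from probe sets with 1 symbol. For 27680 of these probe sets the Entrez number was found in the reference table of dog genes, which changed 0 symbols. Of 15115 genes, 8254 had 2 or more probe sets, and the highest number was 20. The value of a gene is the mean of its probe sets. Among 83 measured genes of Table F and the paper's text, 2 had a probe set called higher and another called lower, and 17 were not called while 1 or more of their probe sets were. The design had called for a filter on low expression and for the probe set of highest mean to stand for each gene. Values centred on the median keep no level, so neither step could be applied. Testing all probe sets and taking the mean of a gene's probe sets, both listed beforehand as alternatives, took their place after the values had been seen.

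The iUC and normal samples were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over all probe sets or all genes. A call needs an adjusted p of 0.05 or below and a fold change of 2 or more. Gene lists were counted by their called members, over all genes and over the list alone, and tested with camera in limma at its preset correlation of 0.01 and again with an estimated correlation. The lists are those of the paper's Tables A, E and F and its text, pathways the paper discusses, and markers of the cell types a bladder sample can hold, the latter 2 kinds from general knowledge. Of 37 lists, 17 were called with the preset correlation, 8 higher and 9 lower in iUC, and 0 with an estimated correlation. With an estimated correlation 2 lists were called after quantile normalization and 1 without normal bladder replicate 2. Fits that set 1 normal sample against the iUC samples are not counted here, since they cannot part the group from that sample. The ErbB and EGF-EGFR lists were tested with a one-sided Fisher's exact test against all other genes, and the focal adhesion and angiogenesis lists were tested in the same way after their counts had been seen. Each gene named is one that the paper's text names, a gene of Table F, 1 of the 10 largest rises or 10 largest falls among called genes whose values do not overlap between the groups, or a called member of another list among those with the largest change. Where a count was 5 or fewer, some of its genes are named after their values were seen. The genes of Table F had been read in the paper before the rule was written.

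Samples were clustered with Ward linkage on Euclidean distances. The parting of the iUC samples was compared with 1000 draws from a single Gaussian distribution, and the parting by a gene list with 1000 random lists of the same size. Principal components were computed on all probe sets. Correlations were tested by permutation, exactly for 7 samples and with 1e+05 permutations for 11. The alternatives were quantile normalization, scaling to the 75th percentile, array weights, the methods' unpaired test of each gene with and without adjustment, leaving out each normal sample, the replicate number or the label ending as a block, subsets of samples by label, and other linkages, distances and probe sets for the trees. Tables were handled with Python 3.11 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

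The code was tested on simulated data. With 50 probe sets changed at each size among 42924, the comparison of 18 with 4 samples recovered 86% at a log2 change of 1.5, 88% at 2, 98% at 3 and 100% at 4, with 5 false calls. Lowering the smooth muscle list among 15115 genes gave an adjusted p of 5.12e-41 for it, and 0 of 36 other lists were called. This gives no rate of false calls for lists whose genes vary together as in the measured samples. The estimated correlation of the smooth muscle list was 0.424 there. With 2000 of 6000 probe sets shifted by 1, 2 or 3 on the log2 scale between 2 groups of iUC samples, all 18 were placed right, at a permutation p of 0.119, 0.006 and 0.001, and 0 of 20 draws of a single group were called. Human arrays and immunohistochemistry were not analysed here.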

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

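The comparison of the tree with the Tag controls, the count of iUC arrays above the normal arrays and the use of the urothelium list were chosen after the result was seen. A sample far from the other 3 normal samples was sought in 62 values, of 41 genes, 7 array measures and 14 gene lists, by the gap to its nearest neighbour as a share of the range (Dixon's test). It was found for 6 values, and chance gives about 1 in 20 groups. In normal bladder replicate 2, ACTC1, a cardiac and smooth muscle actin, lay at 4.21 (log2, centred), against 6.29 to 6.43 in the other normal samples, and CNN1 lay at 3.93, against 6.15 to 6.5. MYC lay at -0.175 in the same sample, against 1.05 to 1.21. CTNNB1 lay at -0.0191, against -0.73 to -0.669, and APC at 0.242, against -0.0941 to -0.0534. In normal bladder replicate 1, the mean over all probe sets was 0.0771, against 0.123 to 0.133. The Tag control probe sets, which the paper does not report, had a mean above that of every normal bladder array (-0.215 to -0.0768) in 13 of the 18 iUC arrays. The hybridization controls had a median of 1.09 in the normal arrays (0.606 to 1.24) and -0.296 in the iUC arrays (-1.29 to 1.18). The labelling controls had medians of 0.971 (0.322 to 1.79) and -0.142 (-0.577 to 1.31).

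Parting the iUC arrays at the largest gap in the mean of the Tag controls placed all 18 as the tree of called probe sets does, but the Tag ranges had been seen before the test, 27% of all probe sets likewise do not overlap between the branches, and the hybridization and labelling controls do overlap, so a difference in background and signal range between the arrays stays open. Quantile normalization also left 18 placed alike, which argues against a difference in distribution that this step removes. The label form, by number or by name, placed 14 of 18 as the tree does (Fisher's exact p = 0.0491), which is too few for the labels to account for the groups and leaves a partial relation open. Between the label forms the mean 3' minus 5' signal of GAPDH and actin differed by 0.0044 (exact permutation p = 0.955), and the largest median difference among 8 lists of other cell types was 0.319, while the urothelium list differed by -0.53 (by number minus by name). Both tests were set between label forms, which follow the branches only in part, so RNA quality is less well tested between the branches. Between the branches themselves, smooth muscle differed by 0.466 and urothelium by -0.692 (median, smaller minus larger), with overlap. Without overlap were mast cell (0.301), ribosomal (-0.689), oxidative phosphorylation (-0.94) and spliceosome genes (-0.963). The branches were found from expression values, so these differences are no test. Cell makeup stays open, and no biological explanation was tested for the groups.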

How the results depend on the processing

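The settings without the 7 iUC arrays of low mean, with normal bladder replicates 3 and 4 as 1 sample, with a robust variance model, with the probe set of largest variance and with a gene counted by any called probe set were added after the data were seen, as were the matched exact tests of both pathways, the Fisher tests of the focal adhesion and angiogenesis lists and the components on probe sets of equal variance. Quantile normalization called 2391 probe sets, 726 genes and 183 Table A genes. The label ending as a block, which leaves 1 normal sample to compare, called 922, 404 and 89, and the samples of the first ending alone called 1069, 435 and 101. Of the 1862 genes called without a block, 67 changed sign with the ending as a block. Leaving out each normal sample called 4261 to 7439 probe sets, 1265 to 2211 genes and 258 to 314 Table A genes. The probe set of largest variance called 2979 genes, and 3240 had 1 or more called probe sets. The share of called genes that were higher was 44.2% with array weights, 3.71% with the ending as a block and 4.83% in the first ending alone. Scaling to the 75th percentile moved the median of all genes from 0.079 to 0.196. With the replicate number as a block, 699 probe sets, 564 genes and 105 Table A genes were called. Samples that share a number did not deviate together (r = -0.161, 0.0454, -0.105 and 0.0653), so the numbers do not pair them.

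For the EGF-EGFR signaling list among called genes the enrichment p was 0.0346 with array weights, 0.000882 with the probe set of largest variance, 0.000229 with any called probe set and 0.00159 with that count matched on the number of probe sets, over a range of 0.0346 to 0.926 in the settings listed beforehand. For the ErbB list the matched count gave 0.0487. With 1 minus the Pearson correlation, the branch of the 4 normal samples on the Table A genes held 11 arrays. The Table F luminal genes placed 12 iUC samples alike with average linkage, 12 with complete linkage, 14 with the correlation distance and 16 after quantile normalization. The basal against luminal correlation of the human markers in the larger branch was -0.696 after quantile normalization (rho -0.691, adjusted p = 0.064), and -0.632 without the 2 samples farthest from the median. Across the samples labelled by name, rho of the same markers was then -0.855 (adjusted p = 0.0117). The cause was not tested for any of these. Of 211 values of other results, 167 stayed, 14 were weaker, 5 were stronger and 25 moved. Of 629 values of 37 gene lists, 582 stayed, 29 were weaker and 18 stronger. Of 2869 values of 151 named genes, 2435 stayed, 338 were weaker, 96 were stronger and 0 were reversed. Genes that were not called in either fit count among those that stayed. Of the 106 named genes called with all samples and no block, 62 were kept with the replicate number as a block. Quantile normalization kept 78, leaving out normal bladder replicate 4 kept 88, array weights kept 103 and the methods' unadjusted test kept 106. Filters by percentile, raising low values, an intensity trend and linear values were not run, since centred values give no level. With arrays, the number of samples limits the precision.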

Differences from the paper's values

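The settings named below as chosen after the values were seen are those that count a gene by any called probe set or by its probe set of largest variance, and the setting without the 7 iUC arrays of low mean. Counts and p-values are taken to differ where 1 is more than 1.5 times the other. The paper's count of genes differing between iUC and normal bladder is about 4000 in Fig. 1, read by eye, and 1862 genes were called here. Of the 15 alternatives set before the data were examined, 1 lay within that factor of it at 2685, and the others did not. It used only the 7 iUC samples labelled by number. The 15 hold 1 fit under 2 names, since leaving out normal bladder replicate 1 leaves the 3 normal samples of the other ending. Counting genes with 1 or more called probe sets gave 3240, and the probe set of largest variance gave 2979, both chosen after seeing the values. The figure states a p of 0.05 and a fold change of 2. The paper's count of probe sets is about 6100 in Fig. 1, read by eye, and the 6253 called here lie within the same factor of it.

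The paper's Table C gives 25 ErbB signaling genes with a p of 2.40E-02, and here 9 were called with a p of 0.619. None of the 15 alternatives set before the data were examined came near either value (3 to 13 genes, p from 0.0709 to 0.898). Counting genes with any called probe set gave 23 genes with a p of 0.0515, or 0.0487 when matched on the number of probe sets, both chosen after seeing the values. The list used here was not copied from KEGG. For the EGFR pathway the paper gives 4.65E-05, and the p here was 0.0852. None of the 15 alternatives came near it (0.0346 to 0.926). Counting genes with any called probe set gave 0.000229, and 0.00159 when matched, both chosen after seeing the values.

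The paper states that ZEB1, ZEB2, VIM, S100A1, S100A9 and JUN were enriched in iUC. Here all 6 were lower in iUC, with log2 fold changes of -2.60, -3.25, -2.16, -3.38, -2.67 and -1.58. The paper gives no direction with the word. Of the other genes it lists with them, UPK3A, ERBB2, ERBB3, TBX2, FOXA1, CDH1, CLDN3 and EGFR were higher here. It lists PPARG among the enriched genes, which was not called here (log2 fold change 1.36, adjusted p = 0.0589). The log2 fold change of PPARG was called with scaling to the 75th percentile (adjusted p = 0.0344), array weights (adjusted p = 0.00013), the methods' unadjusted test (p = 0.0294 with no adjustment), without normal bladder replicate 2 (adjusted p = 0.0127), with only the 11 iUC samples labelled by name (adjusted p = 0.0316) and, chosen after seeing the values, without the 7 iUC arrays of low mean (adjusted p = 0.00887). It also lists MMP9 and MYC. MMP9 was under 2-fold here at 0.77, and the log2 fold change of MMP9 was 1.74 (adjusted p = 0.0351) with the probe set of largest variance, chosen after seeing the values. MYC had a log2 fold change of -0.78 here, and the log2 fold change of MYC was -1.15 (adjusted p = 0.0133) with only the 7 iUC samples labelled by number, which is lower in iUC. The paper states that MDM2, CTNNB1, HDAC1, APC and BAX were differentially expressed among the iUC samples, and that sentence does not name normal bladder. Between iUC and normal bladder, 0 of the 5 were called here in any setting.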

Other observations

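The values without the 7 iUC arrays of low mean, the set of iUC arrays put in the place of a normal sample and the split of the label ending test into rises and falls were chosen after the results were seen. Of 22 interferon response genes, 7 were higher in iUC, none was lower and 15 did not pass the test (7 higher when adjusted over the list alone). IFI44, an interferon-induced gene, rose by 2.34 on the log2 scale (standard error 0.77, adjusted p = 0.0239), and ISG15, a ubiquitin-like modifier, rose by 2.20 (standard error 0.62). The list median was 1.16 (camera, adjusted p = 0.0111; adjusted p = 0.649 with an estimated correlation). Without normal bladder replicates 1, 2, 3 and 4 in turn, 3, 2, 1 and 1 of these genes were called, IFI44 not being among them without replicate 2, 3 or 4, after quantile normalization 0 of 22 were, at a list median of 1.25, and with the label ending as a block 0 were, at 1.18. The mean of the list per sample lay between -0.987 and 2.19 in the iUC samples and between -0.924 and -0.664 in the normal samples. With scaling to the 75th percentile the list did not pass (adjusted p = 0.0878). Of 14 genes of cyclooxygenase and prostaglandin metabolism, 4 were lower, 1 was higher and 9 did not pass the test (the same counts when adjusted over the list alone). PTGS1, which encodes cyclooxygenase 1, fell by 3.48 (standard error 0.57), and PTGDS, a prostaglandin D synthase, fell by 2.81 (standard error 0.23). PLA2G4A, the phospholipase that releases arachidonic acid, rose by 1.07 (standard error 0.41), and no gene of this list was higher when any 1 normal sample was left out. The list median was -0.17 (camera, adjusted p = 0.0354; adjusted p = 0.288 with an estimated correlation), with no call without normal bladder replicate 1 (adjusted p = 0.105). With the label ending as a block replicate 1 is the only normal sample, so that fit cannot test a list apart from that sample. The macrophage and monocyte list had a median of -1.44 against replicate 1, and 0.0607, -0.207 and 0.181 against replicates 2, 3 and 4. For the neutrophil list these medians were -1.78, -0.0558, -0.489 and -0.102. Of 27 genes of oxidative phosphorylation, NDUFB5, NDUFB6 and NDUFS3 of complex I were lower, with log2 fold changes of -1.39, -1.32 and -1.17, and 24 did not pass the test (camera, adjusted p = 0.000269; adjusted p = 0.641 with an estimated correlation). Without normal bladder replicates 1, 2, 3 and 4 in turn, 7, 4, 5 and 3 were lower, and after quantile normalization 0 were. None of 33 ribosomal protein genes was called, and their median was -0.41 (camera, adjusted p = 0.00134; adjusted p = 0.649 with an estimated correlation). Without the 7 iUC arrays of low mean the ribosomal median was -0.11 (adjusted p = 0.0146; adjusted p = 0.654 with an estimated correlation), and for oxidative phosphorylation 1 gene was lower at a list median of -0.36 (adjusted p = 0.00812; adjusted p = 0.637 with an estimated correlation). These 7 arrays form the smaller branch, which was found from expression values, so a split by branch is description only. The ribosomal mean per sample was -0.773 to -0.294 in the smaller branch, -0.0805 to 0.377 in the larger and 0.147 to 0.238 in the normal samples. For oxidative phosphorylation it was -0.927 to -0.392, -0.185 to 0.287 and 0.232 to 0.636.

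Among leukocyte lists, 4 of 15 macrophage and monocyte genes were lower in iUC and 11 did not pass the test. AIF1 fell by 2.07 (standard error 0.34) and the mannose receptor MRC1 by 2.00 (standard error 0.32; list median -0.43, camera adjusted p = 0.0116, adjusted p = 0.641 with an estimated correlation). Without normal bladder replicate 1 the list did not pass (adjusted p = 0.543, median -0.14, 1 gene higher and 4 lower), and without replicate 4 its median was -0.67. Of 7 mast cell genes, 2 were lower: FCER1A, a subunit of the IgE receptor, fell by 2.35 (standard error 0.23) and CPA3, a mast cell protease, fell by 1.93 (standard error 0.31; list median -0.61, camera adjusted p = 0.0105, adjusted p = 0.291 with an estimated correlation). Of 7 neutrophil genes, S100A9 and the chemokine gene CXCL8 were lower, and none was without normal bladder replicate 1 or 3 (camera, adjusted p = 0.369). None of 15 T cell and NK cell genes was called (adjusted p = 0.853), and of 7 genes on the B cell and plasma cell list, none of the 6 besides PIGR, a receptor of epithelia, was (adjusted p = 0.155 for the list). Of 7 adipocyte genes, ADIPOQ was higher (adjusted p = 0.533), and of 11 nerve and Schwann cell genes, UCHL1 was lower (adjusted p = 0.673, list median 0.08, list mean -0.0063), and none was when any 1 normal sample was left out. Of 36 spliceosome genes, 2 were higher, 3 were lower, among them SNRPD1 and U2AF1, and 31 did not pass the test (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.321). Without normal bladder replicates 1, 2, 3 and 4 in turn, 2, 0, 1 and 1 were lower.

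The 1306 genes lower in iUC include most of the smooth muscle list, whose median was -3.188. A smaller share of muscle in the cystoscopic biopsies than in the normal samples is a candidate explanation for part of these falls, and a lower level per cell was not tested. Whether a larger share of epithelial or dividing cells accounts for the rises of urothelium and cell cycle genes stays open. The label ending, shared by the iUC samples and normal bladder replicate 1, was weighed as another source. Of 2211 genes called without replicate 1, 90.4% kept their direction when that sample alone was set against the iUC samples, and 34.5% to 73.8% did when an iUC array took its place. Of the higher genes 87.0% kept it (95% interval 84.3 to 89.4) and of the lower genes 92.0% (90.5 to 93.3). The bound set beforehand was 90%, and 804 of all were also 2-fold. The intervals count genes as independent and hold no spread between dogs, so they cannot place either share above or below the bound. The 90.4% lay above every share from an iUC array, but it rests on 1 normal sample. Whether the label ending is a source of the falls or of the rises stays open. Of 100 splits of the 22 arrays into groups of 18 and 4, 1, the real one, called as many as 6253 probe sets, the highest other called 1058, and chance can be excluded.

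The Table F lists placed the iUC samples as the tree of all called probe sets does, and so did most random lists: at least 85.6% of 1000 random lists of the same size placed 17 or more of the 18 alike. A candidate explanation is that any list of this size carries the split between the branches. Between iUC samples labelled by number and by name, 0 probe sets were called by limma, at a lowest adjusted p of 0.103, with 1213 at an unadjusted p under 0.05 and 2-fold or more and 15089 at that p alone. With 0 called, all 100 splits of the 18 samples call as many, so this count says nothing about chance. The highest other split called 2350 probe sets, which points to a structure among the iUC samples that the label form follows only in part.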
